A study of Drosophila melanogaster with 8 samples. Its data were reported in "KDM5-mediated activation of genes required for mitochondrial biology is necessary for viability in Drosophila" (2023).

How the data were processed

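Targeted DamID (TaDa) measures where a chromatin protein comes close to DNA in a chosen cell type. A fusion of the protein with the bacterial Dam methylase marks nearby GATC sites, and methylated fragments are cut out and sequenced. Dam alone, which methylates accessible DNA in general, serves as the control. Per the labels, Dam:KDM5 or Dam alone was expressed in prothoracic gland cells of Drosophila larvae, with 4 samples per genotype and 100 larvae per sample. Eggs were laid over 24 h, and a shift from 18°C (5 days) to 29°C (2 days) switched on the transgenes. The files used here hold no value per sample. The authors state a sequencing depth of 20 M clean reads and give no count for single samples. The depth that each sample reached is therefore unknown here, and no spread between replicates can be given.

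The authors aligned the reads to dm6, computed Dam:KDM5 against Dam profiles with damidseq_pipeline, averaged the 4 profiles and called peaks on the average with find_peaks. Versions of these tools are not given in the sources used here. The deposited peak score is the peak's own value relative to Dam alone, and neither its log base nor whether it is a mean or a maximum over the peak is stated. It is called the binding score below and was used to describe, rank and filter peaks within this peak list. The deposited peak list also gave an FDR per peak, all under the threshold of 0.01. The authors listed genes that overlapped peaks, converted gene names to FlyBase IDs and gave each name a score. In all 5822 rows of the ID table this score was the highest of the name's peaks. The table held 5815 distinct IDs. Of these, 5799 were found by ID in the Ensembl release 115 annotation, 11 more by symbol or synonym, and 5 were not matched. All 4931 peak starts and all 4931 peak ends fell at GATC sites of the reference genome, so positions are given in dm6, counted from 1.

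From these files, genes were counted as bound when they stood on the authors' list, among 13945 annotated protein-coding genes of the arms 2L, 2R, 3L, 3R, 4 and X. A gene called unbound or not listed can still have a peak close to its start. Of 5567 protein-coding genes with a peak within 1 kb of a transcription start, 4825 were listed. A total of 5354 of the 5402 genes whose body overlapped a peak were on the list, and 10 listed genes had no peak in the body as annotated here. Peaks near transcription start sites (TSSs) were compared with 1000 placements of the same peak widths at random within their arm. A peak counted as near a TSS when it overlapped the window of 1 kb to either side. Gene lists were compared with a two-sided Fisher's exact test, bound against not bound, with Benjamini-Hochberg adjustment over 45 lists at a threshold of 0.05. Shares carry exact (Clopper-Pearson) 95% intervals. Binding scores of lists with at least 5 bound members were compared with 100000 random draws of bound genes. Motifs on either strand within 250 bp of the gene's annotated start were compared between bound and unbound genes by Fisher's exact test, adjusted over 8 motifs. Arms were compared with 10000 shuffles of the bound label within 10 gene length classes. These tests treat genes or peaks as units of 1 averaged profile, so p-values describe which genes carry a peak and not the variation between animals. Genes were also counted as independent. Neighbours can share a peak (Eig71Ea and Eig71Eb) or an annotated stretch (Or10a and Gr10a), so p-values of lists with clustered genes can be too small.

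The 45 gene lists, the 8 motifs, the tests and most alternatives were fixed before the data were examined. The lists were drawn up from textbook membership with the study's subject in mind, which favoured metabolism and growth signaling. Parts of the paper's supplement had been displayed by then, namely the opening rows of a bound-gene table, the opening rows of an RNA-seq table and part of a table of gene ontology terms. After the data were examined, current symbols were added for phm, Tor, d and magro, with no change of membership, and sean could not be matched. Bound counts per list were displayed before the tests were run. Named genes followed a fixed rule: the genes the study manipulated or placed in a pathway, up to 4 members per list (the 2 bound members with the highest score and the first 2 unbound members by alphabet), the genes under the 10 highest-scoring peaks and the 3 peaks that covered the most genes. Further members of a list are named for their place in its pathway and were chosen after their values were seen.

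Alternatives covered the TSS window, the peak threshold, placement at GATC sites, matching of lists on gene length and on distance to the neighbouring gene, other definitions of a bound gene, and the motif background. With 1 gene per peak, each peak was given to the protein-coding gene whose TSS lay nearest the peak centre. This held at any distance, and the peak did not need to overlap the gene. Shifting peaks by 5 to 20 kb and matching lists on GATC sites were added after the data were seen. For the shuffled-motif background, a pseudocount was added after a rare shuffled motif had given a division by zero, and this turned the shuffled result for Ohler 1 from a reversal into a weaker ratio. The tests were tested on simulated data. With the odds of being bound changed 10-fold in known lists among 13945 genes, Fisher's test called 100% of the raised and 97.5% of the lowered lists, and with a 3-fold change it called 54% and 53.5%. Changes were planted only in the largest lists, of 19 or more members. These rates therefore do not apply to smaller lists, such as the 9 ecdysone enzymes. Lists left unchanged beside the 10-fold changes were called in 5.2% of cases. In an earlier run of the simulation a motif that had not been planted came out below 0.01 in a single set, and 100 further sets without a planted motif gave p under 0.05 in 2% of sets. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RNA-seq of Kdm5 mutants was not used here.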

Results

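KDM5 is a chromatin regulator that removes methyl groups from lysine 4 of histone H3 and also acts on transcription by other means. TaDa was carried out in the prothoracic gland, the small larval organ that makes the steroid hormone ecdysone, to ask which genes KDM5 binds there. The samples fell into 2 groups, Dam:KDM5 and Dam alone, with 4 samples each. Their averaged contrast gave 4931 peaks that covered 8.24 Mb, or 6.15% of 133.88 Mb of chromosome arms. Peaks had a median width of 1456 bp (53 to 9939 bp) and spanned a median of 5 GATC fragments (3 to 27). The binding score, the authors' value per peak, had a median of 4.55 and ranged from 1.42 to 10.65. Since only the averaged profile was analysed here, no value below carries a replicate error.

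KDM5 binding was spread over a large part of the genome's genes. A total of 5364 of 13945 protein-coding genes (38.5%) were bound. Most peaks were narrow in their reach: 3001 overlapped 1 protein-coding gene, 1542 overlapped 2, and 39 overlapped 4 or more. The ecdysone-induced gene Eip75B, which encodes a nuclear receptor, held 11 peaks, more than any other gene, followed by bun, SNF4Agamma and the complex I gene ND-15 with 8 each. These genes were singled out after their values were seen. ND-15 is annotated over 41305 bp. Its highest peak was intronic, lay 12324 bp from its TSS and also overlapped CG31974. Bound genes had a median length of 2972 bp and other genes one of 1768 bp.

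The highest binding scores lay at the starts of genes with varied functions. The peak at Fit1, a kindlin of integrin adhesions, scored 10.65 (3L, 4103852 to 4104309, dm6). It lay wholly in exons, 288 bp from the nearest TSS. The next were at Tctp, a growth regulator (10.17; 3R, 11210387 to 11211043), at ETHR, the receptor for ecdysis-triggering hormone (10.06; 3R, 21247040 to 21249597), and at Papss, which makes the sulfate donor for sulfation (10.04; 3L, 19847024 to 19848805). The ETHR peak was mostly intronic, with 400 of its 2558 bp in exons. Peaks over sqh, the regulatory light chain of non-muscle myosin, IP3K1, a kinase of inositol trisphosphate, and Karybeta3, a nuclear import receptor, scored 9.99, 9.97 and 9.71. A peak shared by Asciz and CG32280 scored 9.67, the peak at spin, a lysosomal transporter, 9.63, and a peak over CG31496 and nxf4 9.61. The peaks that covered the most genes scored lower. A peak of 6329 bp on X (1025466 to 1031794) covered 7 genes, Cdc45 and Rpp21 among them, and scored 2.82. A peak on 2R (21666376 to 21669302) covered 6 genes including PIG-M at a score of 2.69, and one on 3R (26057233 to 26059732) covered 5 including PIG-P and RpL34a at 4.75.

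Kdm5 itself was bound. Its peak (2L, 5998330 to 5999343) scored 6.87 with an FDR of 7.42e-06 and lay 158 bp from the TSS. Of its 1014 bp, 46 bp were exonic and the rest lay in introns, upstream of all coding sequence. Among genes that encode partners or counterparts of KDM5, the corepressor gene Sin3A scored 7.58 and Myc, whose product binds KDM5, scored 8.00. HDAC1 was not on the list, and its nearest peak was 57279 bp away.

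The location of peaks relative to genes was compared with random placement, to ask whether KDM5 binding was promoter-proximal. Peaks gathered at the beginnings of genes. A total of 4120 peaks (83.6%) overlapped a window of 1 kb around a TSS, against 35.4% ± 0.640 (SD of 1000 placements) for randomly placed peaks, a 2.36-fold difference (permutation test, two-sided p = 0.001, the smallest value that 1000 placements can give). Peak centres lay within 1 kb of a TSS in 63.2% of peaks, while 23.6% of the genome does. Centres further from a TSS fell in introns in 20.4% of peaks (36.2% of the genome), in coding exons in 10.3% (10.5%), in 3′ UTRs in 3.18% (3.70%) and between genes in 1.95% (25.1%). Peaks shifted by 5 to 20 kb overlapped the window in 53.3%, which brought the difference to 1.57-fold with the same p.

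Binding peaked inside genes and not at the TSS itself. At the TSS 42.5% of bound genes were covered by a peak, at 600 bp downstream 57.4%, and at 600 bp upstream 32.5%. Bound genes were listed because the gene overlapped a peak, which by itself favours downstream over upstream positions. Over all protein-coding genes, which were not chosen in this way, the same positions gave 16.5%, 22.3% and 15%. Each gene was entered with 1 outermost annotated start, so a peak at an internal start counted as downstream. In the 2137 bound genes of 4 kb or longer, 33.6% were covered at the TSS, 52.8% at 600 bp downstream and 11% at the 3′ end. Over bound genes of any length, 3138 of 5364 had a peak within 1 kb of the 3′ end. Examples of peaks just inside the gene were those of S6k (628 bp from the TSS, score 8.02), Ras85D (437 bp, 8.6) and Tsc1 (374 bp, 4.42).

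**Figure D1:**
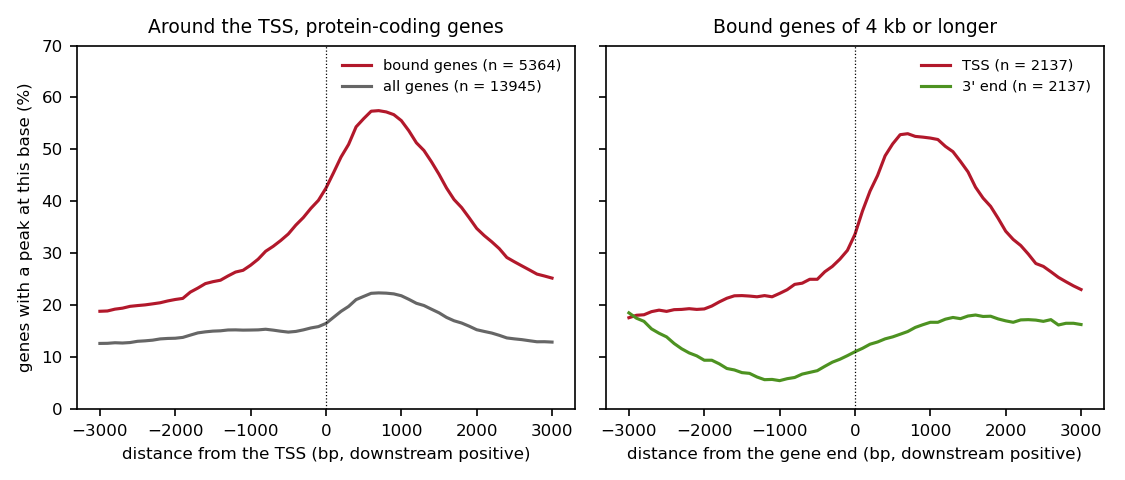
Share of protein-coding genes (%, vertical axis) with a peak at each distance (bp, horizontal axis) from the TSS for bound and all genes (left), and from the TSS and the 3′ end of bound genes of 4 kb or longer (right). Coverage of bound genes, which were listed for overlap with a peak, rises from 42.5% at the TSS to 57.4% at 600 bp downstream. Over all genes it rises from 16.5% to 22.3%.

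Gene lists were compared to ask which cellular functions KDM5 binding covered. TCA cycle enzymes, cytoplasmic ribosomal proteins, proteasome subunits, autophagy genes and Rab GTPases were bound more often than other genes, and odorant, gustatory and ionotropic receptors, odorant-binding proteins, cuticle proteins and testis-specific genes less often. Of 45 lists, 18 held more bound genes than the rest of the genome, 7 held fewer and 20 did not pass the threshold. The lists just named, 5 more bound and 5 less bound, passed under each of 7 alternatives, and the other calls, those of growth signaling among them, ended under at least 1. The 7 alternatives were not independent checks. Binding by overlap of the gene body nearly repeats the main rule, as 5354 of 5402 such genes were listed. GATC sites were counted over the whole gene, so matching on them is related to matching on length. No alternative matched lists on expression in the gland. Binding at particular functions therefore cannot be told from binding at active genes in general.

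Central carbon metabolism was bound at most of its steps. Of 19 TCA cycle enzymes 17 were bound (89.5%, 95% interval 66.9 to 98.7; Fisher's exact test, adjusted p = 3.89e-05). Ogdh, a subunit of the 2-oxoglutarate dehydrogenase complex, scored 9.46 and ScsbetaA, a succinyl-CoA synthetase subunit, 8.36. SdhC and Pdha were not on the list, although the Tctp peak lay 538 bp from the SdhC TSS. Of 12 glycolytic enzymes 10 were bound (adjusted exact p = 0.00523), with Gapdh1 at 8.26 and Pgk at 7.47, and Ldh and Pfk were not. Fatty acid enzymes were bound in 13 of 17 cases (adjusted exact p = 0.00523), led by yip2 of beta-oxidation (8.83) and whd, the mitochondrial carnitine transferase (8.62). CPT2 and FASN2 were not bound. The TCA cycle call passed under all 7 alternatives. The glycolytic call ended when each peak was given to 1 gene only (2.01-fold after 2.17-fold, 7 of 12 bound, adjusted exact p = 0.0910), and the fatty acid call ended when lists were matched on gene length and neighbour distance (1.61-fold after 1.99-fold, adjusted permutation p = 0.0560).

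Mitochondrial genes were taken in several groups, which were not tested against each other. Genes for mitochondrial biogenesis and genome maintenance were bound in 10 of 13 cases (76.9%, adjusted exact p = 0.0159). Among them were ERR, a nuclear receptor of energy metabolism (8.32), srl, the PGC-1 homolog (8.05; 3R, 4427746 to 4429195, 295 of 1450 bp exonic), and TFAM (7.40), while Ets97D, PolG1 and ewg were not bound. Genes for mitochondrial shape and quality control were bound in 11 of 14 cases (adjusted exact p = 0.00903). The fission gene Drp1 scored 7.26 and Letm1 7.36, Opa1 and Marf of fusion 3.62 and 2.15, and Pink1 and clu were not listed. Mitochondrial ribosomal proteins were bound in 45 of 75 cases (60%, adjusted exact p = 0.000641), mRpL35 at 8.32 and mRpL42 at 8.27 the highest, with mRpL12 and mRpL14 unbound. Peaks outside the gene lay near a TSS of the unlisted PolG1 (448 bp, score 4.13), clu (668 bp, 3.37) and mRpL12 (716 bp, 6.34). Respiratory complexes II and III were bound in 10 of 14 cases (adjusted exact p = 0.0427), UQCR-Q at 8.16 and SdhA at 7.25, with UQCR-11 unbound. The remaining respiratory lists did not pass: complex I at 19 of 34 (adjusted exact p = 0.0813), with ND-B18 at 8.45, cytochrome c oxidase at 9 of 16 (0.253), with COX7C at 7.64 and COX4 unbound, and ATP synthase at 8 of 17 (0.524), with ATPsynC at 7.54 and ATPsynB unbound. Several leading peaks were shared: mRpL35 with CG6028, mRpL42 with PIG-N and Cdc2rk, UQCR-Q with CG34250, ND-B18 with opm, and COX7C with oys and COX7CL. Only 201 bp of the mRpL35 peak and 371 bp of the ND-B18 peak lay in these genes, at their 3′ ends. The leading peaks of SdhA, ATPsynC, Letm1 and Drp1 overlapped no other protein-coding gene. Complex I passed once lists were matched on gene length (adjusted permutation p = 0.00994), as did cytochrome c oxidase (0.0254), which did not pass with neighbour distance matched as well (0.0776). With 1 gene per peak complex I turned to 0.913-fold and cytochrome c oxidase to 1.08-fold (adjusted exact p = 0.891 and 0.866). The calls for ribosomal proteins of mitochondria and for complexes II and III ended with 1 gene per peak (1.10-fold after 1.56-fold and 1.48-fold after 1.86-fold; adjusted exact p = 0.784 and 0.388), and those for shape and for biogenesis ended with lists matched on length and neighbour distance (1.62-fold after 2.04-fold and 1.65-fold after 2-fold; adjusted permutation p = 0.0607 and 0.0834) and passed under 4 of 7 alternatives each.

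Genes for making, degrading and moving proteins were taken in several lists. Cytoplasmic ribosomal proteins were bound in 66 of 86 cases (76.7%, 95% interval 66.4 to 85.2; adjusted exact p = 1.05e-11), led by RpL37A (8.95) and RpS20 (8.78), with RpL10 unbound. Proteasome subunits were bound in 26 of 32 cases (adjusted exact p = 9.68e-06), with Rpn1 at 8.12 and Prosbeta3 at 7.54 and Prosalpha1 unbound. Aminoacyl-tRNA synthetases reached 25 of 34 (adjusted exact p = 0.000254), led by AlaRS (8.30) and ThrRS (7.62), a call that ended with 1 gene per peak (1.62-fold after 1.91-fold, 0.0752) and with the upper 2475 peaks by score (1.69-fold, 0.0968). Translation initiation factors, at 24 of 44, did not pass (adjusted exact p = 0.0527). They passed with the upper 2475 peaks (adjusted exact p = 0.0208) and with genes bound by overlap of the body (0.0357). eIF4A scored 7.80, and eIF1 was not listed, although a peak of 7.72 lay 682 bp from its TSS. Autophagy genes were bound in 17 of 23 cases (adjusted exact p = 0.00261), Atg18a at 8.32 and Atg7 at 7.22, with Atg10 and Atg101 unbound. The Atg18a peak is the one also counted for ERR. Rab GTPases, the switches of vesicle traffic, were bound in 19 of 23 cases (adjusted exact p = 0.000183), Rab1 at 8.78 and Rab35 at 8.17, with Rab26 and Rab27 unbound. A peak of 4.35 lay outside Rab26, 923 bp from its TSS. Nucleoporins reached 17 of 21 (adjusted p = 0.000463), led by Nup44A (8.52), but with 1 gene per peak they were bound 0.821 times as often as the rate of all genes would give (adjusted exact p = 0.868), and the call also ended with the upper 2475 peaks by score (1.60-fold after 2.10-fold, 0.248). Subunits of the V-ATPase proton pump did not pass at 14 of 29 (adjusted exact p = 0.424), with Vha68-2 at 8.59 and Vha100-3 unbound.

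Growth signaling pathways were bound at many of their steps. In the MAPK pathway 14 of 18 genes were bound (77.8%, 95% interval 52.4 to 93.6; adjusted exact p = 0.00289). The receptor genes Egfr (8.43, 5 peaks), Pvr (7.24) and Alk (3.18) and the GTPase gene Ras85D (8.6; 3R, 9511929 to 9512630) were bound, and the receptor gene tor, Sos, Dsor1 and the ERK gene rl were not. The nearest peak to rl was 216352 bp away, and whether that region held usable signal was not tested. In the insulin pathway 8 of 10 genes were bound (adjusted exact p = 0.0335), among them foxo (8.48, 5 peaks, 3R, 14057098 to 14058685), Pdk1 (7.56) and the receptor gene InR (5.42, in an intron), and Lnk was not. In the TOR pathway 11 of 15 were bound (adjusted exact p = 0.0159): Thor scored 8.26, S6k 8.02, Rheb 7.39, Tsc1 4.42 and Tor itself 2.88, while Lst8 and Nprl2 were not listed. In the Hippo pathway 10 of 14 were bound (adjusted exact p = 0.0427), hpo at 7.89, kibra at 7.74, wts at 3.39 and yki at 3.22, with app and dachs unbound. With lists matched on gene length and neighbour distance these calls ended, at 1.54-fold after 2.02-fold for MAPK (adjusted permutation p = 0.0607), 1.70-fold after 2.08-fold for insulin (0.0869), 1.53-fold after 1.91-fold for TOR (0.0935) and 1.37-fold after 1.86-fold for Hippo (0.244). They passed under 4, 3, 4 and 2 of the 7 alternatives. Peaks outside the gene lay near a TSS of the unlisted app (697 bp, score 7.69) and Nprl2 (601 bp, 5.82).

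Genes that make and answer ecdysone were compared next. Among 9 synthesis enzymes only shd, which carries out the last hydroxylation in target tissues, was on the list (11.1%, 95% interval 0.281 to 48.3; Fisher's exact test, adjusted p = 0.228), so the share could not be told from that of other genes. The fold of 0.289 moved to 0.767 with 1 gene per peak (2 of 9 bound, adjusted exact p = 1) and to 0.533 with the upper 2475 peaks by score (adjusted exact p = 0.741). The rule of 1 gene per peak needs no overlap. Only shd held a peak in its body, so at least 1 of those 2 enzymes held none. The higher of 2 peaks in shd (3L, 14614528 to 14616027) scored 7.63 and overlapped no coding sequence. The other enzyme genes, nvd, sro, spo, spok, Cyp6t3, phm, dib and sad, had no peak in the gene body. A peak over the neighbouring gene Rnb began 9 bp past the end of sro, and sad lay 1499 bp, dib 3625 bp, spo 5153 bp, Cyp6t3 5556 bp and phm 6578 bp from the nearest peak. The nearest peaks to nvd and spok were 608611 bp and 775296 bp away. Genes for sterol handling and adrenodoxin were bound in 8 of 12 cases (adjusted exact p = 0.109), Fdx1 at 5.82 and dare, the adrenodoxin reductase, at 5.51, with Npc1b and Snmp1 unbound. Transcription factors of the synthesis genes reached 6 of 11 (adjusted exact p = 0.431) and ecdysone response genes 8 of 16 (adjusted p = 0.509). The receptor gene EcR scored 9.01 with 7 peaks and br 8.88, while ftz-f1, kni, Eip63E and Eip93F were unbound.

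**Figure D2:**
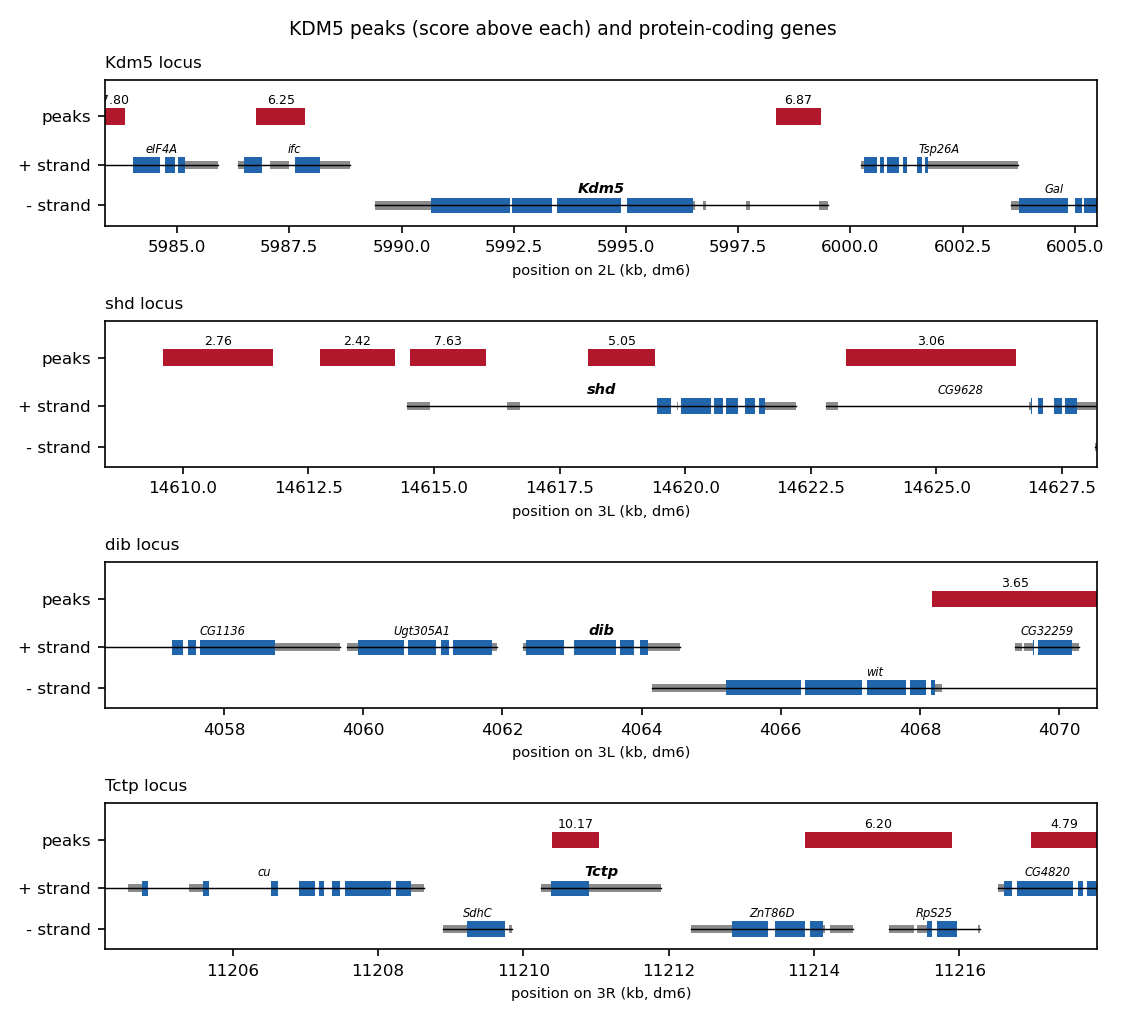
Peaks (red, binding score above each) and protein-coding genes by strand (grey exons, blue coding exons) at Kdm5, shd, dib and Tctp, with positions in kb of dm6 on the horizontal axis. The Kdm5 peak of 6.87 lies upstream of the coding exons, shd holds a peak of 7.63 at its start, dib holds none, and the Tctp peak of 10.17 faces SdhC.

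Chromatin and cell cycle genes were compared with the rest of the genome and not with each other. Factors of H3K4 methylation and KDM5 partners were bound in 14 of 19 cases (adjusted exact p = 0.00808), a call that ended with 1 gene per peak (1.82-fold after 1.92-fold, adjusted exact p = 0.0792) and under 3 other alternatives. Cfp1 was unbound. Endocycle and replication genes reached 15 of 28 (adjusted exact p = 0.168). E2f2 scored 7.30, dpa 6.97, CycE 5.70, Dp 5.34 and E2f1 4.52, and Cdk1 and CycA were not listed. Hox genes were bound in 4 of 8 cases (adjusted exact p = 0.542), with abd-A at 4.41 and Dfd and Scr unbound. Abd-B was listed at 5.18 with no peak in the body annotated here.

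Several lists of genes of other tissues held few bound genes. Odorant receptors were bound in 2 of 60 cases (3.33%, adjusted exact p = 2.31e-09), gustatory and ionotropic receptors in 2 of 120 (1.67%, adjusted p = 6.23e-21), odorant-binding proteins in 4 of 51 (adjusted p = 1.15e-05), cuticle proteins in 8 of 122 (adjusted p = 1.04e-14) and testis-specific genes in 4 of 41 (adjusted p = 0.000296). Some bound members shared their peak with another gene: Or67b shared its peak with Cyp40 (2.28), Gr61a with JMJD5 (2.11) and Cpr73D with Ogdh (9.46). Sharing was not particular to these lists. ERR and Atg18a had the same peak (8.32), and leading members of other lists shared theirs, such as RpL37A with Pgant5 (8.95) and ThrRS with Rab6 (7.62). Midgut serine proteases were bound in 1 of 27 cases (Jon99Fi, 6.56; adjusted exact p = 0.000296) and antimicrobial peptides in 1 of 14 (Drs, 3.07; adjusted p = 0.0277). The antimicrobial call ended with lists matched on gene length (0.450-fold after 0.186-fold, adjusted permutation p = 0.549), and the protease call with lists matched on length and neighbour distance (0.235-fold after 0.0963-fold, 0.143). Markers of neurons (5 of 14), muscle (5 of 14), glia (3 of 9), fat body (3 of 11) and hemocytes (1 of 10) did not pass, with adjusted exact p of 1, 1, 1, 0.586 and 0.146. The bound neuron marker with the highest score was Csp (4.82), and the bound hemocyte marker was srp (8.10). Genes listed for the corpora allata and corpora cardiaca, which share the ring gland, were bound in 7 of 9 cases (adjusted exact p = 0.0540). They were led by gce (7.89) and Kr-h1 (7.28), which are not specific to those cells, and Akh and jhamt were unbound. Glue and Eig71E genes (3 of 18, adjusted exact p = 0.130), heat shock genes (3 of 15, 0.247) and other cytochrome P450 genes (27 of 80, 0.499) did not pass.

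**Figure D3:**
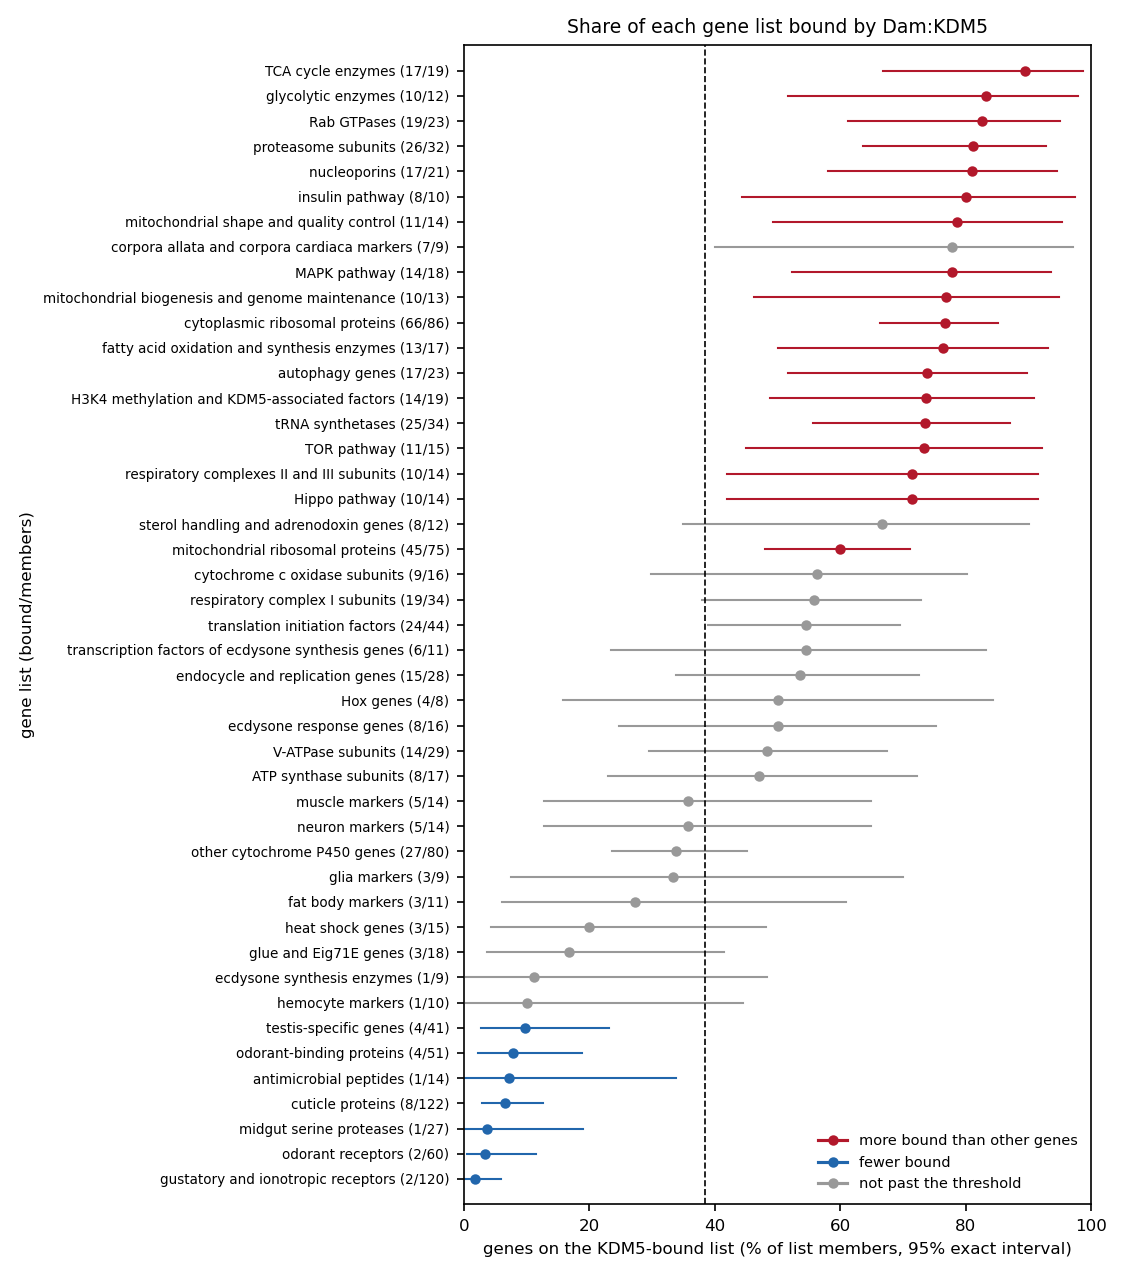
Share of each gene list on the KDM5-bound list (points, % of members, with 95% exact intervals), with the share over all protein-coding genes, 38.5%, as a dashed line. Red and blue mark lists bound more and less often than other genes at the adjusted threshold, from 89.5% of TCA cycle enzymes to 1.67% of gustatory and ionotropic receptors.

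The height of binding was compared among bound genes, to ask whether some functions carried stronger peaks. Bound fatty acid, glycolytic and TCA cycle enzymes and cytoplasmic ribosomal proteins scored higher than bound genes at large, whose mean was 4.89 ± 1.76 (SD over 5364 genes). Fatty acid enzymes averaged 6.81 ± 1.76 (SD, 13 genes; permutation test, adjusted p = 0.00112), glycolytic enzymes 6.57 ± 1.43 (10 genes, adjusted p = 0.0209), TCA cycle enzymes 6.11 ± 1.86 (17 genes, adjusted p = 0.0263) and cytoplasmic ribosomal proteins 6.08 ± 1.27 (66 genes, adjusted p = 0.00032). Other cytochrome P450 genes scored lower, at 3.88 ± 1.77 (27 genes, adjusted permutation p = 0.0209), although Cyp6d5 reached 8.75 under a peak shared with rdx. The other 27 of 32 lists did not pass, TOR pathway genes (6.18 ± 1.77, 11 genes) at adjusted permutation p = 0.0724. With the mean score of a gene's peaks in place of the highest, only the ribosomal proteins passed, and the fatty acid, glycolytic, TCA cycle and P450 lists stood at adjusted permutation p = 0.164, 0.0782, 0.0782 and 0.0690.

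Promoter sequence was compared between bound and unbound genes, to ask what kind of promoter bound genes have. A bound gene need not have its peak at the promoter: 2786 of 5364 had a peak over a TSS. Genes were not matched on expression in the gland. Motifs of bound genes therefore cannot be told from motifs of active genes in general. Motifs of housekeeping promoters were more common at bound genes. The DRE, the site of the DREF factor, occurred at 15.4% of 5364 bound and 6.44% of 8581 unbound genes (odds ratio 2.65; Fisher's exact test, adjusted p = 8.28e-64). The core promoter elements Ohler 1 and Ohler 6 occurred at 8.15% against 2.63% (odds ratio 3.28, adjusted exact p = 8.34e-48) and 3.63% against 1.70% (2.18, 3.21e-12). The TATA box was less common at bound genes, at 9.04% against 14.8% (0.574, 1.94e-23), and so was the GATC site itself, at 66.9% against 72.3% (0.775, 2.55e-11). The ETS site, of the kind bound by Ets97D, occurred at 0.690% against 1.05% (0.655, adjusted p = 0.0462), a call that ended with unbound genes matched on GC content (0.684-fold, adjusted permutation p = 0.0717). The E-box of Myc (7.42% against 6.70%) and the GAGA repeat (8.13% against 7.38%) did not pass, each at adjusted exact p = 0.109. With windows of 100 bp the E-box passed with an odds ratio of 1.42, and with GC matching GAGA passed at a ratio of 1.23. The odds ratio of the GATC site turned to 1.01 in windows of 500 bp. Against shuffled versions of each motif, the DRE, Ohler 6 and the TATA box lay outside the range of the shuffles, and Ohler 1, the ETS site and the GATC site lay within it.

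**Figure D4:**
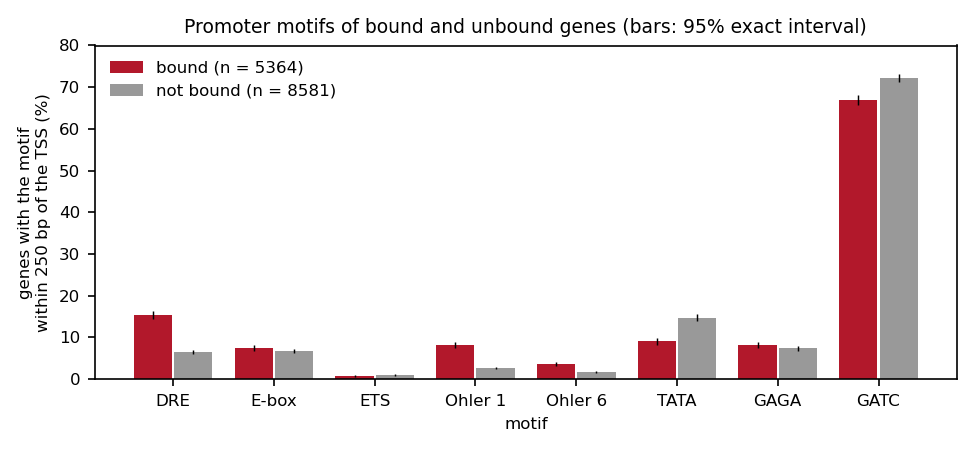
Share of genes (%, vertical axis) with each motif within 250 bp of the TSS for bound and unbound protein-coding genes, with 95% exact intervals. The DRE stands at 15.4% of bound and 6.44% of unbound genes, and the TATA box at 9.04% and 14.8%.

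Binding also differed between chromosome arms. The X held fewer bound genes than genes of the same lengths would give, 785 of 2196 (35.7%) against 40.2% ± 0.917 (SD of 10000 shuffles; permutation test, p = 0.0001, the smallest that 10000 shuffles can give, adjusted p = 0.0003). The small arm 4 held 20 of 80 (25%) against 48.5% ± 5.43 (adjusted permutation p = 0.0003), with 14.1 peaks per Mb against 32.3 on X and 40.8 on 2R. Arms 3R (1399 of 3421, 40.9% against 38.9%, adjusted permutation p = 0.0074) and 2R (1138 of 2852, 39.9% against 38%, adjusted p = 0.0187) held more. Arms 2L (973 of 2657) and 3L (1049 of 2739) did not pass, at adjusted permutation p = 0.602 and 0.701. With genes bound by a peak within 1 kb of the TSS, 2R no longer passed (adjusted permutation p = 0.263).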

Values the study reported

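The study reported KDM5 peaks at 5815 genes in the prothoracic gland at a false discovery rate under 0.01. Of these, 2463 genes (42.3%) were also bound in each of the data sets from whole adults and from neuronal precursors.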

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

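Signal lay outside the protein-coding genes that the comparisons used. A total of 405 names of the gene-by-peak table were not carried to the table of IDs, and none entered the gene comparisons. Of these names, 366 began with CR, a label of non-coding transcripts, and 402 carried a transcript suffix. Some genes, such as CR43314, had several such names, so fewer than 405 genes were left out. The highest scores among them were 9.29 for CR45345, 9.04 for CR43314 and 8.97 for CR43626. A total of 107 peaks overlapped no protein-coding gene, with a median score of 3.93. The peak over CR43626 (3L, 3249774 to 3251153) also overlapped mir-282, and a peak at 3R, 29214554 to 29215760, overlapped mir-279 with a score of 6.86. A peak with no annotated gene at all (X, 1856663 to 1857491) scored 7.41 and lay 398 bp from Lamtor5.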

How the results depend on the processing

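The 8 alternatives for peaks at TSSs kept the direction and the p of the random placements, with folds from 1.57 to 2.67, and the number of bound genes stayed within 1.5 times under 3 other rules of overlap. Lists with more bound genes numbered 18, and 11 with lists matched on gene length and neighbour distance and 10 with 1 gene per peak. The fold of nucleoporins fell to 0.821 with 1 gene per peak. Fewer genes count as bound under that rule, but the fold is already relative to that lower share, and the cause was not tested. No list called in one direction passed in the other under any of 7 alternatives. With the mean peak score per gene, lists with higher scores numbered 1 and lists with lower scores 0. Against shuffled motifs, 1 motif was less common at bound genes in place of 3; a motif counted here only when it lay beyond every shuffled version. The GATC site had an odds ratio of 1.01 in windows of 500 bp (adjusted exact p = 0.872); the cause was not tested. With genes bound near the TSS, 1 arm in place of 2 held more bound genes; the cause was not tested. The peaks at or above the median score numbered 2475 over 3.30 Mb by construction. No paired analysis was possible because the files used here hold only values averaged over the 4 replicates, and for the same reason no replicate could be left out and no other split of the samples could be made. The depth that each sample reached is unknown here.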

Other observations

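Non-coding genes on the authors' list were counted after the conversion of names to IDs, which had left out 366 transcript names that begin with CR. Of 269 annotated snoRNA genes 88 were on the authors' list, and 71 of these lay inside a listed protein-coding gene. Of 290 tRNA genes 9 were listed, and of 3261 other non-coding RNA genes 328. Of 13945 protein-coding genes, 372 lay over 100 kb from any peak.

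All patterns below were seen before their tests were chosen, and the profile of bound genes around the TSS had been displayed. Predictions were written before each test was run, except for the regions around the ecdysone enzymes, which were chosen after the distances had been seen, and except for the rule for the spread of GATC sites, which was changed more than once after the value had been seen. The first pattern is that KDM5 peaks lie downstream of the TSS. The count was not limited to peaks inside listed genes, since over all 2997 peak centres within 1 kb of a coding TSS 75.3% (95% interval 73.8 to 76.9) lay downstream. GATC spacing did not account for it, as random placements at GATC sites reached at most 63.3%, and neither did neighbouring promoters, as 70.8% (67.2 to 74.3) lay downstream at TSSs with no other gene's TSS within 3 kb. What stays open is the normalization, because Dam alone marks open DNA at promoters and may lower the ratio there, and a biological hypothesis, binding to chromatin of the transcribed start of genes. Neither was tested, since no profile of Dam alone was used here.

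The second pattern is that 1 of 9 ecdysone enzymes was bound, a share that could not be told from that of other genes. With 1 gene per peak 2 of 9 counted as bound (0.767-fold after 0.289-fold). That rule needs no overlap and only 1 enzyme gene held a peak in its body, so the rise does not show a further bound enzyme. Matching on gene length and neighbour distance raised the expected number from 3.46 to 3.80 (permutation p = 0.0820), where gene size would have lowered it, and with 9 genes this p does not decide. A shortage of GATC sites is weakly argued against, since the 8 unbound enzyme genes had a median of 9.5 sites within 1 kb of the TSS (bootstrap 95% interval 6 to 14), above the lower quartile of 5 of the 5364 listed genes, while the interval includes their median of 7. Poor coverage of the regions stays open: 6 of the 8 lay within 10 kb of a peak, but so did 4658 of 8543 coding genes without a peak in the body, and the nearer of nvd and spok lay 608611 bp from any peak. No biological explanation was tested.

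The third pattern is the peak at Kdm5, which DNA of the Dam:KDM5 transgene could have produced, because the fusion carries Kdm5 coding sequence that the Dam-alone animals lack. Peaks covered 0% of the 5514 coding bp of Kdm5, which argues against DNA of the Dam:KDM5 transgene, and the peak lay mostly in introns. Binding of KDM5 to its own gene remains a hypothesis.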
